A study of Homo sapiens with 2 samples. Its data were reported in "LAST, a c-Myc-inducible long noncoding RNA, cooperates with CNBP to promote CCND1 mRNA stability in human cells" (2017).

How the data were processed

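The series holds sequenced RNA of a CNBP immunoprecipitate (RIP) and of input RNA from HCT116 cells, 1 library each, named as such in the titles of the samples. Per the labels, crosslinked cells were homogenized and sonicated, the lysate was incubated with beads that carried a CNBP antibody, and RNA was extracted after proteinase digestion. Libraries were made with a stranded RNA-seq kit from what the labels call total RNA, and whether poly(A) RNA was selected is not given in the sources used here. No control antibody library was used here, so recovery without CNBP is unknown for the sequenced RNA. For CCND1 mRNA and LAST, the study compared the CNBP antibody with normal mouse IgG by RT-PCR. It reported that CNBP interacts with both.

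The authors deposited FPKM per gene, that is, fragments per kilobase of transcript and 1000000 mapped fragments. The submitters' processing notes name cutadapt, FastQC, HISAT2 and StringTie and build hg19, without versions or roles. The table held 10836 rows with 10822 distinct symbols, and all were protein coding. Each row had an FPKM of at least 0.5 in at least 1 library (lowest higher value 0.500), and none was at 0 in both. Therefore genes silent or scarce in both libraries could not enter any count. A total of 14 rows share a symbol with an earlier row, of which 8 are pseudoautosomal copies. FPKM divides by the length of the transcript, so a library whose reads do not cover transcripts evenly gives levels that vary with length. FPKM is also not scaled to a common sum. The read depth is unknown, so no counting interval or detection limit is given.

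The log2 ratio was log2(RIP FPKM + 1) - log2(input FPKM + 1), with a pseudocount of 1, after the formula of the study. The pseudocount understates the ratio of genes with low FPKM. Genes were counted at a log2 ratio of 2 (4-fold) and 0.58 (about 1.5-fold), in either direction, as rules of size, since 1 library per group allows no test. The percentile of a gene's ratio was taken among genes with a mean FPKM of at least 1. For comparison with genes of like mean FPKM and size, these were split into 10 bins of mean FPKM and, within each, 10 bins of span. The span was the distance from start to end of the gene's locus in the table.

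There were 33 gene lists. They were fixed before the data were examined, although ratios of some of the study's genes had been read in its supplement. A list's median was taken over members with a mean FPKM of at least 1 and set against 10000 random lists with as many members from each of 20 bins of mean log2(FPKM + 1). The percentile describes these 2 libraries. Mean FPKM includes the RIP, so lists matched on it are not matched on expression in the cell. The lists of nuclear-retained lncRNAs, snoRNA host transcripts and short structured noncoding RNAs (3 lists) had no row in the table. The names of the LAST-knockdown list come from a supplement of the study.

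Genes were named by a rule fixed beforehand. It took the 15 highest and 15 lowest ratios among genes above 0 in both libraries with a mean FPKM of at least 10, every member of the list of follow-up genes, the 2 highest and 2 lowest members of each list, and the 5 most abundant genes of each library. The list of follow-up genes holds CNBP targets, cyclins, neighbours and reference genes that the study names, and not every mRNA for which it gives primers. For a gene listed at 0 in 1 library its levels are given and no fold.

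Exonic length is no column of the table. StringTie gives FPKM of transcripts to 6 decimals, and the gene values behaved as length-weighted means of these, so that a gene value times the exonic length has at most 6 decimals. The smallest whole number up to 25000 with this property in both libraries was taken as the length if it was above 200 and all other solutions were its multiples. It can be a divisor of the true length. A length was recovered for 9276 rows (85.6%), and 9275 of these were not above the span. Among rows above 0 in both libraries a length was recovered for 89.2%, and for 10.0% after values of different genes were paired. Both methods were tested on simulated data. On 2000 simulated genes a length came out for 93.2%, and of those it equalled the true one for 81.7% and divided it for 99.9%. On simulated lists of 20 genes drawn from the 8509 genes of the list comparison, 190 of 200 unchanged lists lay between percentiles 2.5 and 97.5, and 189 of 200 lists shifted by 2 on the log2 scale lay above 97.5. The shift left each gene in its bin of mean FPKM. A real change of the RIP level would also change that mean, which the simulation does not cover.

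Alternatives were pseudocounts of 0.1, 0.5 and 5, a mean FPKM of at least 1, an FPKM of at least 1 in both libraries, rescaling of each library to a sum of 1000000 with and without the 20 most abundant genes of either, centring on the median, protein-coding genes only, summing of rows that share a symbol, and unmatched random lists. Rescaling of each library to the mean of the 2 sums, matching on span, subtraction of the median ratio of genes in the same of 10 bins of span, and exonic length in place of span were added after the data were seen. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.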

Results

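HCT116, an established human colon cancer cell line, was used to find mRNAs that associate with CNBP, a zinc finger protein that binds single-stranded nucleic acids. Cells were crosslinked with ultraviolet light, CNBP was precipitated from sonicated lysate with an antibody, and the RNA in the precipitate (CNBP RIP) was sequenced beside RNA of the lysate (input). There was 1 library per group, so the difference between RIP and input has no replicate check, no spread can be given and no test was run. The values were FPKM of 10836 protein-coding genes on build hg19, and the read depth behind them is unknown. The FPKM summed to 109684 in the RIP and to 214387 in the input, with medians of 2.78 and 1.95. In the RIP, 1050 genes were listed at 0 and in the input 181. These 0s are given as listed, since the depth that would limit them is unknown. No library made with a control antibody was used here.

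To see which mRNAs were recovered with CNBP, the log2 ratio of RIP over input was formed from FPKM plus 1. The libraries differed in their most abundant mRNAs. The 5 most abundant genes in the RIP were CCDC85B (934 FPKM), EEF1G (712 FPKM), GLTSCR2 (670 FPKM), LMNB2 (659 FPKM) and HSP90AB1 (632 FPKM). Those in the input were RPS12 (3835 FPKM), RPL41 (2813 FPKM), GAPDH (2383 FPKM), S100A6 (2126 FPKM) and RPS2 (2026 FPKM). EEF1G, a translation elongation factor subunit, had 761 FPKM in the input, whereas LMNB2, which encodes a nuclear lamin, had 13.7 FPKM there. Ribosomal protein genes held 26.2% of the summed FPKM in the input and 4.11% in the RIP. Across the 8509 genes with a mean FPKM of at least 1, Spearman's rho between the libraries was 0.235, a correlation across genes, which are not independent replicates.

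The 4-fold rule of size is the one the study used for CNBP-enriched genes. By it, 1352 genes (12.5%) were at least 4-fold higher in the RIP and 1464 (13.5%) at least 4-fold lower. At a log2 ratio of at least 0.58 (about 1.5-fold), 4618 genes (42.6%) were higher and 3760 (34.7%) were lower. Of the genes at least 4-fold higher, 57 were listed at 0 in the input, and of those at least 4-fold lower, 366 were listed at 0 in the RIP. The ratios depend on how the libraries are scaled. The median gene lay at 0.22 with FPKM as deposited and at 1.20 after each library was rescaled to the same sum, where 4267 genes were at least 4-fold higher and 1692 at least 4-fold lower. At 1.5-fold these were 6448 higher and 2910 lower. That sum, 1000000, also makes the pseudocount smaller beside the values. With both libraries rescaled to the mean of their sums instead, which is a shift of 0.97 apart from the pseudocount, the median gene lay at 0.96, and 2454 genes were at least 4-fold higher and 886 lower, or 6151 and 2655 at 1.5-fold. Directions below hold for FPKM as deposited, and percentiles place each gene among the 8509. Where a sign is said to turn or hold after rescaling, it did so with either sum.

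**Figure D1:**
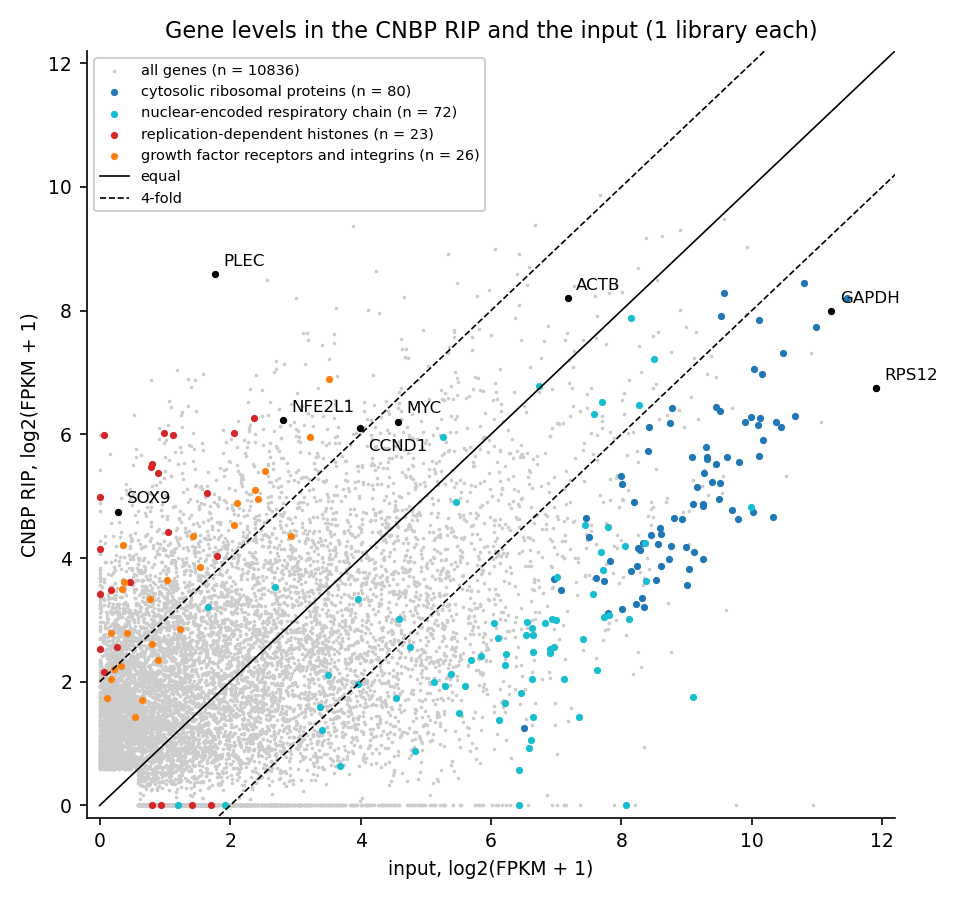
Each point is 1 of the 10836 genes, with log2(FPKM + 1) in the input on the x axis and in the CNBP RIP on the y axis, 1 library each. The solid line marks equal levels and the dashed lines a 4-fold difference; histone genes (red) and surface receptor genes (orange) lie mostly above, and ribosomal protein (blue) and respiratory chain genes (cyan) mostly below.

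Among genes above 0 in both libraries and with a mean FPKM of at least 10, the 15 highest ratios included 3 plakin genes. PLEC, which encodes the cytoskeletal linker plectin (identifier ENSG00000178209.14_2, chromosome 8, 144989315 to 145050902), led with 383 FPKM in the RIP and 2.39 in the input, a log2 ratio of 6.82. Other plakins, which anchor intermediate filaments at cell junctions, followed, with PPL at 5.85 and EVPL at 5.53. The non-muscle myosin heavy chains MYH9 (5.93) and MYH14 (5.47), the integrin linker TLN1 (5.39), the dynein heavy chain DYNC1H1 (5.36) and its adaptor BICD2 (5.20) were in the same set. It also held DLG5 (6.10), the DNA repair kinase PRKDC (5.78), the protocadherin FAT1 (5.41), the lamin LMNB2 (5.49), the DNA methylation factor UHRF1 (5.35), the stress-induced cytokine GDF15 (5.53) and the histone gene HIST2H4A (5.93). Each was also set among 85 genes of like mean FPKM and span, where the 15 lay between percentile 90.0 (UHRF1) and percentile 99.4 (PLEC among others). The 15 were picked by the same ratio, so high places there follow in part from that choice and are no test.

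Among the same genes, the 15 lowest ratios began with RPL22L1. RPL22L1, a paralog of a ribosomal protein gene (ENSG00000163584.17_1, chromosome 3, 170582664 to 170588272), had 0.932 FPKM in the RIP and 324 in the input, a log2 ratio of -7.39. Of the respiratory chain and its close partners, COX6B1 was at -7.35, NDUFB11 at -5.91, NDUFA4 at -5.86 and COX7B at -5.67, and ROMO1, a small mitochondrial membrane protein gene, was at -6.04. The calcium-binding protein genes S100A4 (-6.46) and S100A10 (-5.68), the metallothionein gene MT1E (-6.27) and the nucleosome-binding protein gene HMGN2 (-6.69) were also among them. The others were UBL5 (-6.18), PPDPF (-6.06), GSTO1 (-5.81), TPT1 (-5.77) and RPS21 (-5.66). Among genes of like mean FPKM and span, the 15 lay between percentile 0.588 (RPL22L1 among others) and percentile 12.4 (RPS21). These low places also follow in part from picking the genes by the same ratio, and are no test.

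Cyclin D1 mRNA is the CNBP target that the study followed most closely. Its gene, CCND1 (ENSG00000110092.3_1), lies on chromosome 11 from 69455855 to 69469242. CCND1 had 67.8 FPKM in the RIP and 14.9 in the input, a log2 ratio of 2.12 or 4.34-fold on the FPKM plus 1 scale. This placed CCND1 at percentile 86.1 of the 8509 genes and at percentile 84.1 of the genes of like mean FPKM and span. After rescaling to the same sum the ratio of CCND1 was 3.14, with the median gene at 1.20.

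The study also followed other mRNAs that it tied to LAST, a noncoding RNA that it reported to act with CNBP. SOX9, a transcription factor gene (ENSG00000125398.5_1, chromosome 17, 70117161 to 70122561), had 25.9 FPKM in the RIP and 0.219 in the input, a log2 ratio of 4.46 at percentile 99.3. NFE2L1, which encodes a transcription factor of proteasome genes (ENSG00000082641.15_2, chromosome 17, 46125691 to 46138849), had 74.1 and 6.04 FPKM, a ratio of 3.42 at percentile 97.2. PDF, a mitochondrial deformylase gene, had 15.9 FPKM in the RIP and was listed at 0 in the input, so no fold is given. MYC, a transcription factor gene, is tied to LAST otherwise. The study reported that its protein induces LAST and that its mRNA level was unchanged after LAST knockdown. MYC had 72.7 and 22.8 FPKM, a ratio of 1.63 at percentile 77.6. Among genes of like mean FPKM and span, SOX9 lay at percentile 99.4, NFE2L1 at 95.9 and MYC at 97.1. SOX9, NFE2L1 and PDF were picked by the study from the same libraries, so their high ratios are not independent of that choice. LAST itself was not analysed here, since the table holds protein-coding genes.

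Genes that served as references or neighbours, and the other follow-up genes, did not share a direction. The common reference genes ACTB, at 1.03 (percentile 64.8), and GAPDH, at -3.23 (percentile 6.58), lay on opposite sides, and both kept their sign after rescaling. Among genes of like mean FPKM and span, ACTB lay at percentile 52.4 and GAPDH at 33.5, as did CCNB1. CCNB1, the mitotic cyclin B1 gene, was at -2.75 and CDK4 at -1.12. The study cites earlier reports that CNBP acts on translation of the mRNA of ODC1, which encodes the first enzyme of polyamine synthesis. ODC1 was at -1.21, with 40.9 FPKM in the RIP and 95.9 in the input, and at percentile 61.8 of genes of like mean FPKM and span. CCNE1 was at -0.86 as deposited and at -0.02 after rescaling. CDK2 (-0.46), DHCR7 (-0.44), CNBP itself (-0.26) and NADSYN1 (-0.17) were below 0 as deposited and above 0 after rescaling.

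Gene lists fixed before the data were examined were then compared, over members with a mean FPKM of at least 1. The replication-dependent histones, whose mRNAs end in a stem-loop, had the highest median, 3.65 (n = 20). Of these, 19 were at least 4-fold higher in the RIP, 4 of them listed at 0 in the input, and HIST1H2BD was listed at 0 in the RIP. The 20 passed the filter mostly through the RIP, with a median of 25.4 FPKM there and 0.730 in the input. HIST2H2AB, HIST1H2AB and HIST2H3D fell below it. They were listed at 0 in the RIP and had 0.743, 0.909 and 1.68 FPKM in the input. HIST2H4A had 62.7 FPKM in the RIP and 0.0421 in the input, HIST2H4B had 63.8 and 0.976, and HIST4H4 was the lowest of the 19 at 2.09. Near-identical histone genes can share reads, so the value of any single one is uncertain. The list's median lay above those of all 10000 random lists matched on mean FPKM (percentile 100), and likewise after matching on span too. As the 20 passed the filter mostly through the RIP, that place follows in part from the matching.

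Genes for cell surface receptors, junctions and the actin cytoskeleton also stood high. All 26 growth factor receptor and integrin genes were at least 1.5-fold higher in the RIP and 16 at least 4-fold, with a median of 2.5. NOTCH3 (3.85) and the hemidesmosome integrin gene ITGB4 (3.37) led them, and EGFR (0.90) and EPHB2 (1.07) were lowest, both below the median of genes of like span (-0.64 and -0.48 from it). The actin cytoskeleton list had a median of 2.89 (n = 23), with 14 members at least 4-fold higher, whereas PFN1 (-4.25) and CFL1 (-3.06), the small actin monomer and filament regulators profilin and cofilin, were at least 4-fold lower. In the desmosome, plakin and keratin list the median was 2.5 (n = 15) and 8 members were at least 4-fold higher. EPPK1 had 62.8 FPKM in the RIP and was listed at 0 in the input, while the keratin genes KRT18 (-1.50) and KRT8 (-1.43) were lower, though KRT18 was above 0 once the median of genes of like span was subtracted. Wnt pathway targets, which in the intestine respond to beta-catenin, had a median of 2.11 (n = 10) and 9 were at least 1.5-fold higher. SOX9 and SOX4 (3.35) led, ZNRF3 was at 0.95 but below the median of genes of like span, and CD44 was at 0.14 but below 0 once the ratios were centred on the median gene. The medians of these 4 lists lay between percentiles 99.9 and 100 of random lists matched on mean FPKM, and between 99.8 and 100 when span was matched too. In the order given, the lists had median levels of 10.7, 38.9, 62.8 and 10.3 FPKM in the RIP. In the input these were 0.794, 3.23, 1.56 and 0.651 FPKM. Passing the filter thus rested more on the RIP, and the high places follow in part from that.

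The zinc finger, transcription factor, immediate early and hnRNP lists had positive medians, of which those of the zinc finger and hnRNP genes lay above the middle 95% of random lists matched on mean FPKM. Numbered zinc finger genes had a median of 0.87 (n = 148), with 89 at least 1.5-fold higher and 28 at least 1.5-fold lower (percentile 98.7). ZNF316 (4.40) and ZNF629 (3.30) led, ZNF581 was at -3.04, and ZNF830 was listed at 0 in the RIP. The HOX, SOX, FOX, KLF and MSX factors had a median of 0.87 (n = 39), at percentile 90.0 and at 97.94 with span matched too, from SOX9 and FOXK1 (4.10) down to HOXC9 and HOXA7, both listed at 0 in the RIP. Immediate early genes had a median of 1.02 (n = 20), at percentile 95.05 and at 99.96 with span matched too. JUND had 256 FPKM in the RIP and 16.4 in the input, JUNB had 42.1 FPKM in the RIP and was listed at 0 in the input, IER3 was at -2.43, and ATF3 was listed at 0 in the RIP. The hnRNP genes had a median of 0.89 (n = 25), at percentile 98.2 but at 89.1 among unmatched random lists, led by HNRNPUL2 (2.81) and HNRNPAB (2.19), with HNRNPH3 (-2.0) and HNRNPC (-1.47) lowest.

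Ribosomal protein and respiratory chain genes stood low. All 80 cytosolic ribosomal protein genes were at least 1.5-fold lower in the RIP and 78 at least 4-fold, with a median of -4.11, or 17.3-fold. The median member had 28.7 FPKM in the RIP and 550 in the input. RPL7 (-1.28) and RPL3 (-1.63) were least low, and RPS21 (-5.66) and RPS13 (-5.44) lowest. Mitochondrial ribosomal proteins, encoded in the nucleus, had a median of -2.80 (n = 78, 64 at least 4-fold lower), and only MRPS26 (1.86) was at least 1.5-fold higher. MRPL36 was at 0.18, below 0 once centred, and MRPL54 and MRPL17 were listed at 0 in the RIP. Nuclear-encoded respiratory chain genes had a median of -3.79 (n = 71, 55 at least 4-fold lower). NDUFS1 (1.54) and COX8A (0.84) were highest, and UQCR10 was listed at 0 in the RIP beside 267 FPKM in the input. All 3 mitochondrially encoded genes of the table, MT-ND5, MT-CYB and MT-ND2, were listed at 0 in the RIP and had 1964, 866 and 295 FPKM in the input. Each of the ribosomal and nuclear respiratory lists lay below all 10000 random lists (percentile 0), and their medians stayed below 0 after rescaling.

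Other protein synthesis and turnover lists were less uniform. Proteasome subunits had a median of -1.86 (n = 36), at percentile 4.67 and at 1.92 with span matched too, with PSMA6 (-4.22) and PSMD8 (-4.03) lowest and PSMD2 (2.44) and PSMD1 (1.03) highest, of which PSMD1 was below the median of genes of like span. Other mRNAs with a 5′ terminal oligopyrimidine tract, a motif of translation factor mRNAs, had a median of -1.72 (n = 21), which was percentile 55.2 among random lists of like mean FPKM. They ran from EIF3A (3.99) and EIF2S3 (2.24) to BTF3 (-4.06) and TPT1. Translation initiation factors had a median of -1.05 (n = 48, percentile 22.2), with the scaffold gene EIF4G1 at 4.02, EIF4EBP1, an inhibitor of cap-dependent initiation, at -4.76, and EIF1B listed at 0 in the RIP. Aminoacyl-tRNA synthetases had a median of 0.17, below 0 once centred (n = 18, percentile 75.8), with EPRS (2.49) and VARS (1.88) highest and GARS (-1.47) and KARS (-1.45) lowest.

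**Figure D2:**
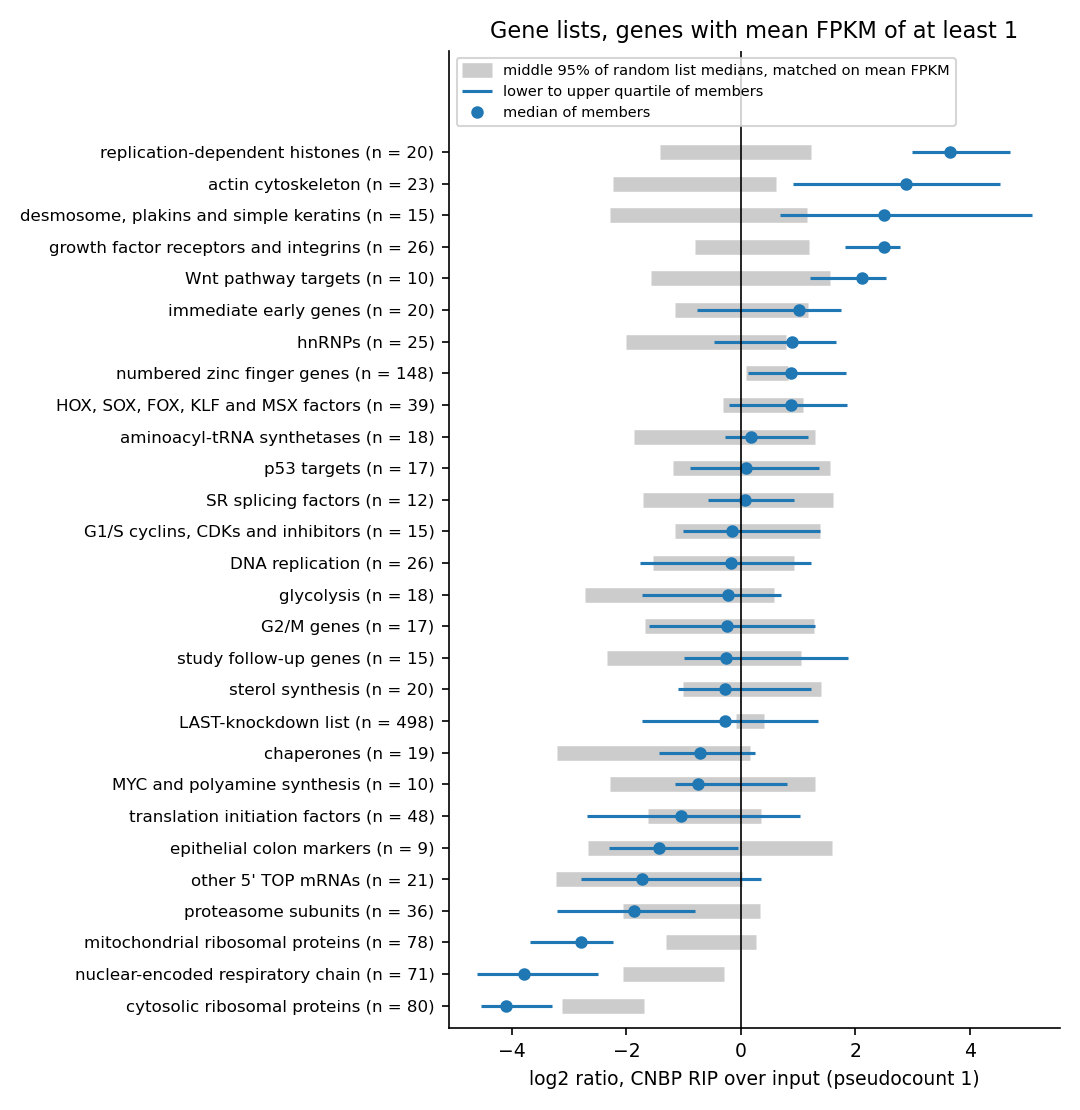
For each gene list with at least 9 measured members, the point is the median log2 ratio of CNBP RIP over input, the blue line runs from the lower to the upper quartile of members, and the grey bar spans the middle 95% of the medians of 10000 random lists matched on mean FPKM. Histones have the highest median (3.65) and cytosolic ribosomal proteins the lowest (-4.11).

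Lists for the cell cycle and metabolism lay close to random lists of like mean FPKM, with members on both sides. The G1/S list had a median of -0.15 (n = 15, percentile 31.4) with 5 members at least 1.5-fold higher and 6 lower. CCND1 was its highest member, followed by the CDK inhibitor gene CDKN2B (1.96), CDKN2A was at -3.00, and CDKN1C was listed at 0 in the RIP. The G2/M list had a median of -0.24 (n = 17, percentile 47.8), from MKI67 (3.41) and CENPF (3.11) to UBE2C (-2.93) and CCNB1. DNA replication genes had a median of -0.17 (n = 26, percentile 60.0), from POLE (2.83) and MCM2 (2.67) to PCNA (-3.30) and GINS2 (-3.11). MYC and polyamine genes had a median of -0.75 (n = 10, percentile 36.9), with SAT1 at 1.16, SRM at -2.29 and OAZ1 at -2.79. Sterol synthesis genes had a median of -0.27 (n = 20, percentile 24.2), with SREBF2 at 2.47, LSS at 1.89, EBP at -1.79 and NSDHL at -2.65. Glycolysis genes had a median of -0.23 (n = 18, percentile 86.0), with HK2 at 3.37, HK1 at 2.53 and ALDOC at -3.12. The p53 targets had a median of 0.10, below 0 once centred (n = 17, percentile 41.3), from GDF15 and TNFRSF10B (2.84) to DDB2 (-1.35) and BAX (-2.13). SR splicing factors had a median of 0.08, below 0 once centred (n = 12, percentile 59.9), from SRSF1 (2.75) and SRSF4 (1.57) to SRSF3 (-1.45) and SRSF7 (-1.56). Chaperones had a median of -0.72 (n = 19, percentile 89.2), with HSPA9 (0.57) and HSP90AA1 (0.48) highest and HSPE1 (-4.67) and DNAJA1 (-2.36) lowest. The medians of the G1/S, G2/M, DNA replication, sterol, glycolysis and chaperone lists were above 0 after rescaling to the same sum.

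Marker lists of cell types were set beside these. Epithelial colon markers had a median of -1.43 (n = 9, percentile 23.2), which was above 0 once the median of genes of like span was subtracted. CDH1, the E-cadherin gene, was at 1.79 and CLDN7 at -2.83, CLDN3 was listed at 0 in the input and CLDN4 at 0 in the RIP. Of the markers of blood, stroma, liver and other tissues only 5 were in the table and 2 reached a mean FPKM of 1, COL1A1 with 4.92 FPKM in the RIP and 0.199 in the input, and HBA2 with 2.97 FPKM in the input and listed at 0 in the RIP. The median of these 2 was 0.16 (percentile 42.8), below 0 once centred. The follow-up genes described above had a median of -0.26 (n = 15, percentile 68.7), which was above 0 after rescaling.

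The study crossed the RIP with genes that were lower after LAST was knocked down in the same cell line, a separate experiment of which only the gene names were used here. Those genes were chosen by size of change, with statistical cut-offs that exclude no gene. Of the list's 666 distinct names, 602 were in the table, as 605 entries. Of these, 225 (37.2%) were at least 1.5-fold higher in the RIP and 75 (12.4%) at least 4-fold higher, while 242 (40.0%) were at least 1.5-fold lower and 109 (18.02%) at least 4-fold lower. Of all 10836 genes, 42.6% were at least 1.5-fold higher and 12.5% at least 4-fold higher. Random lists matched on mean FPKM gave a median share of 42.5% at 1.5-fold, with the middle 95% between 38.7% and 46.3%, and the share of the list lay at percentile 0.3 of them. At 4-fold, the random share was 13.7% and the list lay at percentile 15.17. In the lower direction, the random shares were 35.5% at 1.5-fold and 14.9% at 4-fold, and the list lay at percentiles 99.2 and 99.01. With span matched too, it lay at 68.6 and 83.0 there. In the higher direction, the random share at 1.5-fold with span matched was 38.3%, between 34.9% and 42.0%, and the list lay at percentile 25.04. EVPL and SOX9 had the highest ratios of the list. TOMM6 and PCBD1 were listed at 0 in the RIP beside 139 and 129 FPKM in the input. The median ratio over the 498 members with a mean FPKM of at least 1 was -0.28 (percentile 0), and it was above 0 after rescaling. With span matched too, this median lay at percentile 3.62.

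**Figure D3:**
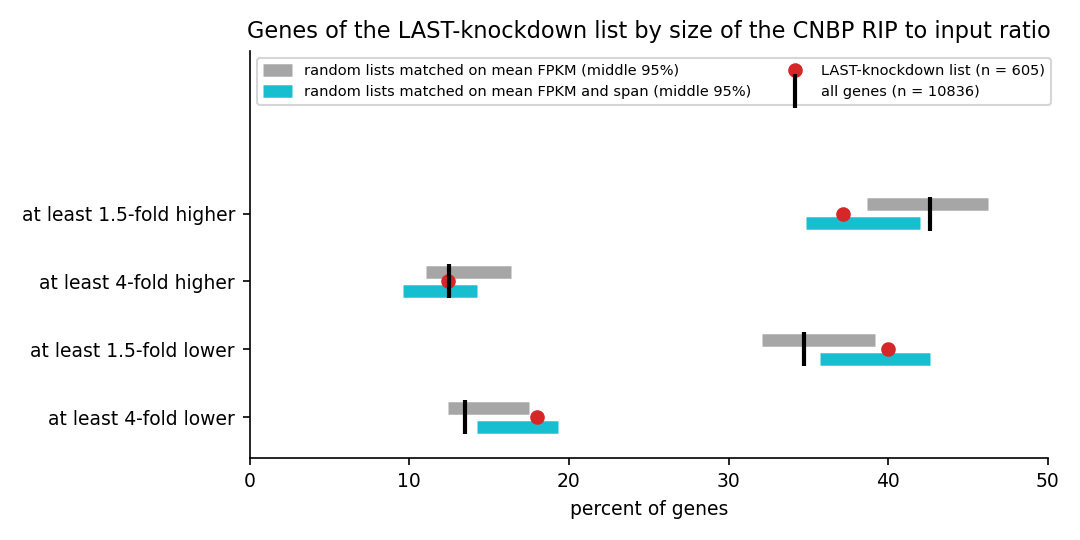
The x axis is the percent of genes past each size of ratio, for the LAST-knockdown list (red, 605 genes) and all 10836 genes (black), with bars for the middle 95% of 10000 random lists matched on mean FPKM (grey) or on mean FPKM and span (cyan). At 1.5-fold higher the list (37.2%) lies below the grey bar and inside the cyan bar.

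The ratio was also set against gene size. Genes were split into 10 bins of genomic span, over the 8509 genes with a mean FPKM of at least 1. The bin of shortest genes, up to 5117 bp, had a median ratio of -1.57, and that of longest genes, from 125951 bp, had a median of 1.55. In the input the median level fell from 16.9 FPKM in the first bin to 0.659 in the last, while in the RIP it went from 5.82 to 3.57. Spearman's rho across genes was 0.400 with span, and 0.417 with exonic length where that could be recovered from the values (7274 genes). A relation with G-rich motifs was not run, since transcript sequences were not used here.

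**Figure D4:**
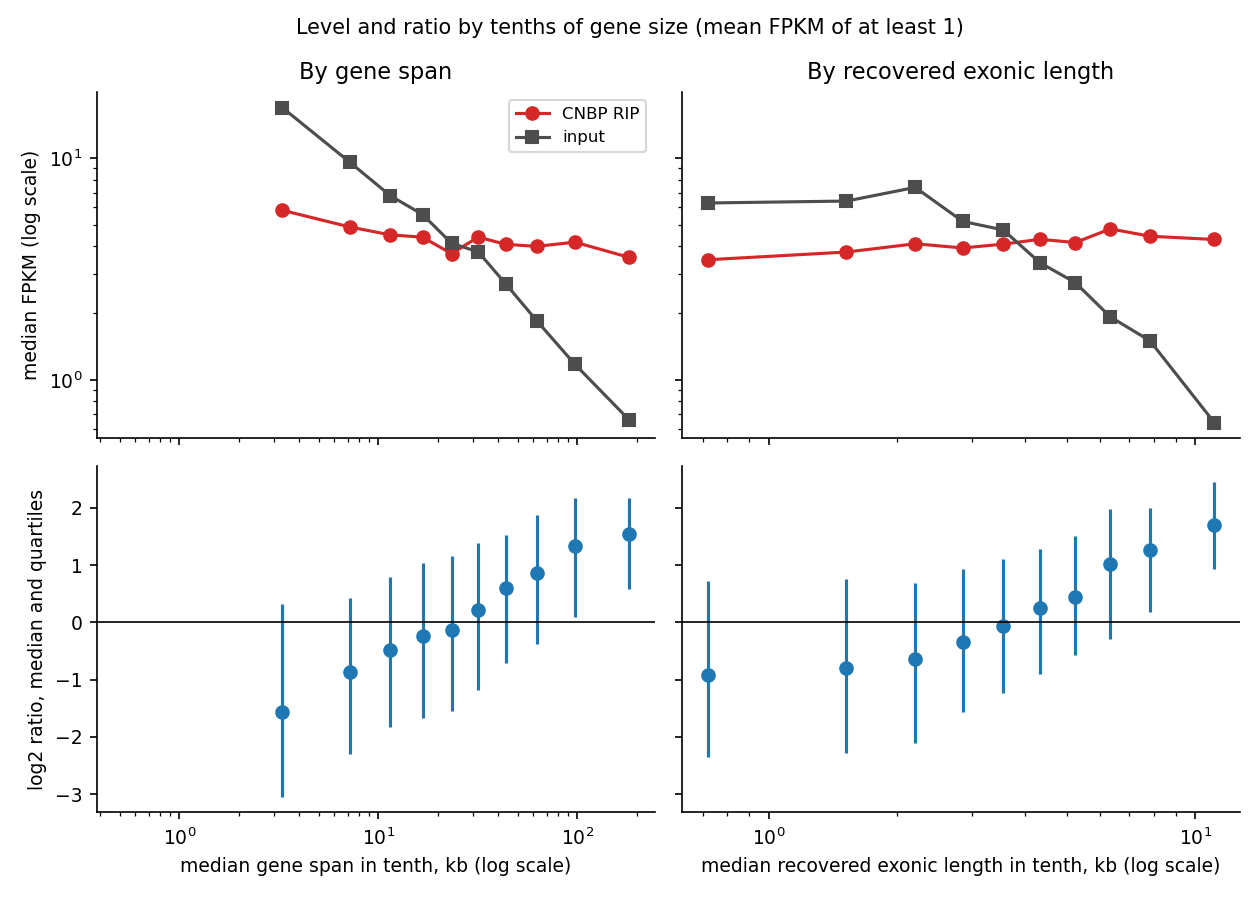
The upper panels show the median FPKM of the CNBP RIP (red) and the input (dark grey) and the lower panels the median log2 ratio with its quartiles, for 10 bins of gene span (left) and of recovered exonic length (right), all on a log size axis. The input falls from 16.9 to 0.659 FPKM over the span bins, while the RIP stays between 3.57 and 5.82.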

Values the study reported

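The study reported that 667 genes were downregulated after LAST knockdown. Of the genes lower after knockdown, it found 225 that overlapped with the CNBP RIP. A narrower set of 75 genes was at least 4-fold above the input. The half-life of CCND1 mRNA was reported to fall from 5 hr to 3 hr when CNBP was depleted.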

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

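Rescaling to the mean of the 2 sums, subtraction of the median ratio of genes in the same of 10 bins of span, matching on span and the use of exonic length were chosen after the data were seen. The cause of the changes in this part was not tested, except where the construction shows it.

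The relation of the ratio with gene size kept its direction under the alternatives run, with rho from 0.348 to 0.417. The ratio of CCND1 stayed positive, from 1.88 to 3.14. Counts depended on the pseudocount, which by construction shrinks the ratios of genes with low FPKM. With 0.1, 3025 genes were at least 4-fold higher and 2456 lower. With 5, these were 335 and 722, 2550 genes were at least 1.5-fold higher, and the share of the LAST-knockdown list was 21.3%. Among genes with an FPKM of at least 1 in both libraries, which are fewer by construction, 586 were at least 4-fold higher, 916 at least 4-fold lower and 1844 at least 1.5-fold higher.

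Rescaling to sums of 1000000 changes by construction both the scale and the weight of the pseudocount, and their parts were not separated in its values. It gave 4267 genes at least 4-fold higher, a CCND1 ratio of 3.14 and a chaperone median of 0.23, opposite in sign to that of FPKM as deposited, and moved 28 other list medians by more than the tolerance of 0.58. Without the 20 most abundant genes of either library these values were 4144, 3.03 and 0.11, with the median gene at 1.10. Rescaling to the mean of the 2 sums, which raises the ratios by construction, gave 2454 genes at least 4-fold higher, 886 lower, a CCND1 log2 ratio of 3.05 and a chaperone median of 0.23. Sign changes on subtraction of the median of the span bin are given for values at least 0.58 from 0 as deposited, and smaller ones can turn too. The median log2 ratio of epithelial colon markers turned to 0.0704 and the KRT18 log2 ratio to 0.0704. The PSMD1 log2 ratio turned to -0.30, the EGFR log2 ratio to -0.64, the EPHB2 log2 ratio to -0.48 and the ZNRF3 log2 ratio to -0.599. Restriction to protein-coding genes removed no gene.

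Without matching on mean FPKM, the medians of the other 5′ terminal oligopyrimidine mRNAs and of the translation initiation factors lay at percentiles 0.110 and 0.0900, that of the proteasome subunits at 0 and that of the hnRNPs at 89.1. The relation with GGAG and GGR motifs and GC content was not run, since it needs transcript sequences of hg19. The unknown depth limits what a gene listed at 0 can show.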

Other observations

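The families in this paragraph were chosen after their values were seen, by shared symbol stems with at least 10 members of mean FPKM of at least 1. All 10 genes of the AKAP stem, most of them anchors of protein kinase A, were at least 1.5-fold higher in the RIP, with a median of 2.62 and AKAP12 (5.18) highest. The same held for all 12 histone demethylase genes of the KDM stem (median 2.58), all 12 unconventional myosin genes of the MYO stem (median 2.57, MYO9B at 4.88) and all 11 collagen genes (median 2.3). Of the kinesin genes, 20 of 26 were at least 1.5-fold higher, led by KIF1C (4.47), and of the ubiquitin protease genes of the USP stem, 27 of 33. At the other end, the LSM genes, most of which encode small RNA-binding ring proteins, had a median of -2.60 (n = 12). The RNA polymerase subunit genes had a median of -1.76 (n = 28). POLR2J, which had no FPKM in the RIP, was lowest, and POLR2A (4.33), which encodes the largest subunit of RNA polymerase II, was highest. The ubiquitin pathway genes of the UBE stem had a median of -1.14 (n = 33), from UBE2L3 (-4.36) to UBE2O (3.97). The medians of the AKAP, KDM, MYO, collagen, kinesin, USP, LSM, RNA polymerase and UBE genes kept their sign after rescaling to the same sum, with the UBE genes at -0.39. Among random lists matched on mean FPKM and span, the MYO median lay at percentile 95.8, beside a random median of 1.79. The families were picked for their medians out of 77 stems, so their place among random lists is no test of them.

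Of the tests that follow, that of read loss from long transcripts, those of the LAST-knockdown list, and those of the poly(A) tail and of span for the histones were chosen after the result was seen.

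The log2 ratio rose with gene span and with exonic length. The mean FPKM of RIP and input as the whole cause is argued against by a rho with span of 0.294 or more in each of 10 bins of it. Expression in the cell is not decided by this, since at a given mean the ratio depends on the input level alone. The input level, whose rho with span was -0.487, was not held fixed. The pseudocount is argued against by a rho of 0.348 among 5521 genes with an FPKM of at least 1 in both libraries. Loss of reads from long transcripts in the input stays open. Recovered lengths, which can be divisors of the true ones, were used for the slopes. The slope of log2 input FPKM on log2 exonic length had the size that this explanation needs, -0.833, against -0.00700 in the RIP. The other value it was to show, histone genes among the lowest 10% of input FPKM, was not met, as their median percentile was 18.02, and the abundance of mRNAs in the cell by length is unknown, so it and binding of CNBP, which was not tested, stay open.

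The LAST-knockdown list held a lower share of genes at least 1.5-fold higher in the RIP than the table. Mean FPKM does not account for it, since the share lay at percentile 0.3 of random lists matched on it. Gene span may account for it, as the share lay at percentile 25.04 once span was matched too. No biological explanation was tested.

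Replication-dependent histone genes were high in the RIP. Movement of reads between near-identical genes is argued against by the log2 ratio of FPKM summed over 23 histone genes, 4.64. Among random lists matched on mean FPKM and span, their median lay at percentile 100. Mean FPKM is not decided by this, since the 20 genes passed the filter mostly through the RIP. The input level was not held fixed. Span alone would place them low, as their median span was 1953 bp and genes up to 5117 bp had a median ratio of -1.57. An input that holds mainly poly(A) RNA, which would lack these mRNAs without a poly(A) tail, stays open. The median ratio of 9 polyadenylated histone genes was -0.79, or 0.133 after rescaling to the same sum. Both values lie below 1.5-fold higher, as this explanation needs. It also needs a low input level, and FPKM summed over the 23 replication-dependent genes was 23.8 there and 616 in the RIP. Of the 9 polyadenylated genes, 3 were at least 1.5-fold higher and 5 at least 1.5-fold lower, so their median does not settle it. Whether poly(A) RNA was selected is unknown, and binding of CNBP stays open too, untested without a control antibody library.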
